# SDF-1 Chemokine Signalling Modulates the Apoptotic Responses to Iron Deprivation of Clathrin-Depleted DT40 Cells

**DOI:** 10.1371/journal.pone.0106278

**Published:** 2014-08-27

**Authors:** Alena Pance, Frank R. Morrissey-Wettey, Helen Craig, Alison Downing, Richard Talbot, Antony P. Jackson

## Abstract

We have previously deleted both endogenous copies of the clathrin heavy-chain gene in the chicken pre B-cell-line DT40 and replaced them with clathrin under the control of a tetracycline-regulatable promoter (Tet-Off). The originally derived cell-line DKO-S underwent apoptosis when clathrin expression was repressed. We have also described a cell-line DKO-R derived from DKO-S cells that was less sensitive to clathrin-depletion. Here we show that the restriction of transferrin uptake, resulting in iron deprivation, is responsible for the lethal consequence of clathrin-depletion. We further show that the DKO-R cells have up-regulated an anti-apoptotic survival pathway based on the chemokine SDF-1 and its receptor CXCR4. Our work clarifies several puzzling features of clathrin-depleted DT40 cells and reveals an example of how SDF-1/CXCR4 signalling can abrogate pro-apoptotic pathways and increase cell survival. We propose that the phenomenon described here has implications for the therapeutic approach to a variety of cancers.

## Introduction

Clathrin plays a fundamental role in membrane trafficking pathways in eukaryotic cells. It is responsible for receptor-mediated endocytosis of selected molecules from the plasma membrane and the transport of some lysosomal enzymes from the *trans*-Golgi network to the lysosome [1]. The chicken pre-B cell-line DT40 was originally isolated as an avain-leukosis virus-derived chicken B-lymphocyte cell-line [2]. It exhibits an extraordinarily high rate of homologous recombination, and this property greatly facilitates gene targeting [3]. The DT40 cell-line has thus become established as an important tool for the study of a wide range of cell-biological phenomena [4]. To understand the function of clathrin in more detail, we inactivated both endogenous copies of the clathrin gene in DT40 and replaced them with clathrin under the control of the Tet-Off inducible promoter. In the presence of doxycycline, clathrin expression was strongly inhibited and this allowed the functional consequences of clathrin-depletion to be investigated in a vertebrate cell context. The originally generated cell-line conditionally deficient in clathrin expression was designated DKO-S (*d*ouble *k*nock*o*ut cells, *s*ensitive to clathrin-depletion). In this cell-line, we found that clathrin-depletion induced apoptosis. We also described a variant derived from DKO-S that did not die in the absence of clathrin. We designated this cell-line DKO-R (*d*ouble *k*nock*o*ut cells *r*esistant to clathrin-depletion) [5]. We have used both of these DKO cell-lines to study clathrin function [5], [6], [7], [8], [9].

The apoptotic response of clathrin-depleted DT40 cells is particularly curious. Clathrin expression has been dramatically reduced in other vertebrate cell-lines such as HeLa cells without the activation of apoptosis, or indeed without inducing any form of cell death [10]. Why then does clathrin-depletion in DT40 cells differ? The distinct phenotype of the DKO-R variant raises further questions. What adaptations has this variant acquired to overcome the apoptotic response to clathrin-depletion shown by its DKO-S parent? Here we show that iron deficiency is a major apoptotic signal stemming from clathrin depletion. We furthershow that the resistant cell-line DKO-R has increased survival under these conditions due to endogenous expression of the chemokine SDF-1 and the autocrine stimulation of a survival pathway based on its receptor CXCR-4. We show that this surprisingly small change can explain all the known phenotypic differences between DKO-S and DKO-R cells.

## Materials and Methods

### Cell culture and materials

Except where stated, all reagents were purchased from Sigma, Poole, UK. All cell-lines were maintained in RPMI 1640 media, 0.2% (wt/vol) Na_2_HCO_3_, 1% (wt/vol) L-glutamine with 10% (vol/vol) heat-treated foetal calf serum (FCS) and between 0 and 2% (vol/vol) heat-treated chicken serum as indicated in the text. Serum and media were purchased from Gibco, Paisley, UK. Cells were maintained at 37°C and with 5% CO_2_. Some batches of bovine serum contain the protease dipeptidylpeptidase IV (CD26) that destroys SDF-1 activity [11]. To avoid this complication for experiments using SDF-1, the media was supplemented with the selective CD26 inhibitor diprotin A (0.1 mM) [12]. Cell numbers were counted with a haemocytometer after Trypan Blue staining. Fully iron-saturated chicken transferrin (conalbumin from Sigma) was produced by incubating 10 mgs of protein in 1 ml of 0.1 mg/ml ferric ammonium citrate in phosphate buffered saline (PBS) pH 7.2 for 3 hours at room temperature, then dialysing the protein overnight at 4°C against PBS [13]. Iron-saturated chicken transferrin was stored in 0.1 ml aliquots at −20°C until use. Apotransferrin was produced by dialysing chicken transferrin against two overnight changes of 0.1 M sodium citrate, 0.1 M sodium acetate buffer pH 4.5 at 4°C, followed by an overnight dialysis at 4°C against PBS [14]. Aliquots (0.1 ml) were stored at −20°C until used.

### Electrophoresis and western blotting

Cells were lysed in PBS with 0.1% Triton X-100 (vol/vol) and 1× protease inhibitor cocktail (Boehringer Ingelheim, Bracknell, UK). Total protein was determined using the BCA protein assay kit (Pierce, Cramlington, UK) with bovine serum albumin as standard. Protein (about 50–80 µg cell extract; about 1–2 µg partially purified chicken transferrin) was separated by sodium dodecyl sulphate (SDS) polyacrylamide gel electrophoresis in gels of 8% acrylamide [15]. For western blots, proteins in the gel were transferred to Hybond C membrane (Amersham Biosciences, Chalfont St.Giles, UK). Blots were blocked by incubation for 1 hour in PBS, 0.1% Triton X-100 and 5% powdered milk, then incubated overnight at 4°C with primary antibody (typically 0.1–1 µg/ml) diluted into PBS, 0.1% (vol/vol) Triton X100 and 5% (vol/vol) FCS. Specific signal was detected using horseradish peroxidase-labelled second antibodies and enhanced chemiluminescence (Pierce). To confirm protein loading, nitrocellulose was stained with 0.1% amido black in 10% acetic acid, 45% methanol and destained with 10% acetic acid, 45% methanol. Clathrin was detected using mouse monoclonal antibody TD1 [16]. Chicken transferrin was detected using mouse monoclonal antibodies [17]. Transferrin receptor was detected using mouse monoclonal antibody H68.4 (Invitrogen).

### Apoptosis assays

Cells with apoptotic bodies were counted on a fluorescent microscope following staining with 1 µg/ml Hoechst 33342 [5]. Caspase 3 activity was determined as described [18]. Cells were centrifuged at 12,000 rpm for 8 minutes, washed twice in PBS and lysed in 20 mM HEPES pH 7.4, 10 mM KCl, 250 mM sucrose, 1.5 mm MgCl_2_, 0.5 mM EDTA, 0.5 mM EGTA and protease inhibitor cocktail (Roche, Welwyn Garden City, UK). Samples were incubated with 14 µM acetyl-DEVD-AMC substrate for 40 minutes and fluorescence at 450 nm determined. The rate of reaction was linear over this time period. For inhibitor studies, a 1 mM stock of inhibitor (AMD3100, CCX771 or CCX704) in DMSO was diluted into at final concentration for the assays of 0.5 µM. The same volume of DMSO used in the experimental samples was added to control cells.

### Partial purification protocols

Saturated ammonium sulphate solution was added slowly to 30 ml heat–treated chicken serum at 4°C. Precipitates were redisolved in 3 ml PBS (to give a nominally 10× stock), dialysed overnight against PBS and sterilised by filtration through a 0.45 micron filter [19]. Separate fractions corresponding to proteins precipitated by 0–40%, 40–80% and 80–100% saturated ammonium sulphate were prepared and frozen in aliquots at −20°C until used. DKO-S cells were seeded into the wells of a 24 well plate at 1×10^4^/ml in 2 ml in medium lacking chicken serum and supplemented with 0.1 µg/ml doxycycline to repress clathrin expression. Wells were supplemented with 0.01 ml sterile ammonium sulphate fractions and cell numbers counted after 3 days in those wells showing evidence of cell growth. The ammonium sulphate fraction promoting the strongest growth was loaded onto a Sephadex G-200 column maintained at 4°C and pre-calibrated with high and low molecular weight standards kit (Pharmacia, Sandwich, UK). Elution flow was maintained at 1 ml/min with PBS, collecting 3 ml fractions. Each fraction from the column was filter sterilized and 0.1 ml added to the DKO-S cell bioassay as described above. Positive fractions were pooled, concentrated by ultrafiltration to a final volume of 5 ml and dialysed against 50 mM Tris buffer pH 7.5. The sample was applied to a Mono Q HR 5/5 anion exchange column at room temperature and eluted by Fast-Protein Liquid Chromatography (FPLC) with a linear gradient of 0 −1 M NaCl in 50 mM Tris buffer pH 7.5. Aliquots (0.1 ml) from each fraction were examined by SDS polyacrylamide gel electrophoresis and stained with Coomassie Briliant Blue R-250 (Bio Rad, Hemel Hempstead, UK). The remaining samples of each column fraction were dialysed against PBS, filter sterilised and 0.1 ml aliquots added to the DKO-S bioassay.

### Mass spectrometry of gel excised fractions

Coomassie-stained proteins within the gel pieces were reduced, carboxyamidomethylated, and digested to peptides using trypsin on a MassPrepStation (Waters, Manchester, UK). The resulting peptides were applied to a LC-MS/MS column. For LC-MS/MS, the reverse phase liquid chromatographic separation of peptides was achieved with a PepMap C18 reverse phase, 75 mm i.d., 15-cm column (LC Packings, Amsterdam) on a capillary LC system (Waters) attached to QTof2 (Waters) mass spectrometer or the same column attached to a Dionex Dual Gradient LC system attached to a QSTAR XL (Applied Biosystems, Framingham, MA, USA). The MS/MS fragmentation data achieved was used to search the National Center for Biotechnology Information database using the MASCOT search engine (http://www.matrixscience.com).

### Microarray analysis

We used the 13,209 EST chicken microarray designed by the collaboration between Fred Hutcheson Cancer Research, University of Delaware and ARK Genomics (Roslin Institute) [20]. Full details are available from ArrayExpress (‘ARK-Genomics G. gallus 13 K v 4.0’, accession number: A-MEXP-831). The contents for the array were selected from a clustering of all chicken EST information available in 2003. A single representative of each cluster was selected and supplemented with a range of singleton expressed sequence tags (ESTs) that targeted known genes and some that were known to show differential expression in immune tissues. This array gives a broad coverage of genes from the chicken transcriptome being sourced from over 39 different EST libraries, representing 20 different adult tissues and stages of developmental growth.

Detailed protocols for the microarray analysis are available from the website www.ark-genomics.org (RNA extraction, RNA QC, Amino-allyl labelling, dye coupling, fluorescent labelling QC and hybridisation). Total RNA was prepared from DKO-S and DKO-R cell-lines using two stages, initial extraction was with Trizol (Invitrogen, Paisley, UK) followed by RNAeasy (Qiagen, Crawley, UK). The purified RNAs were quality tested using an Agilent Bioanalyser 2100 (Agilent UK) with all samples having a RIN number in excess of 7.0 which we have found to be acceptable for microarray analysis [20]. The total RNA (20 µg per sample) was tagged with amino-allyl UTP using the Fairplay II kit (Stratagene, UK) according to the manufacturers protocol with the exception that the tagged cDNA was precipitated overnight at −20°C. The precipitate was resuspended in coupling buffer (0.1 M carbonate buffer pH 9.0) and the appropriate Cy3 or Cy5 mono-reactive dye added (GE Healthcare, UK) as required by the experiment. Two fluorescent labels were prepared from each total RNA sample and labelled with different dyes. 

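The labels of the deposited arrays give 7 pairs of RNA extracts, each hybridised on 2 arrays with the dyes exchanged. Of these, 1 pair compares DKO-R with DKO-S cells, and the other pairs compare DT40, DKO-S or DKO-R cells grown with doxycycline (DOX), the drug that shuts off the Tet-Off clathrin, with the same cells grown without it. When a ratio follows the extracts, log2(Cy5/Cy3) of a clone changes sign as the dyes are exchanged, so that the correlation between both arrays of a pair is negative. Across the 7249 clones measured on both arrays of the DKO-R and DKO-S pair, Pearson's r was 0.37. It was 0.29 and 0.21 in the pairs of DT40 cultures A and B, 0.25 and -0.03 in those of DKO-R, and -0.13 and 0.29 in those of DKO-S, where weak arrays left 459 and 3425 clones. These correlations are across clones, which are not independent replicates. In the DKO-R and DKO-S pair, 166 clones were 2-fold or more brighter in Cy5 on both arrays, whichever line was in Cy5, and 15 were changed 2-fold or more in the same line on both.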

Samples from DKO-S and DKO-R cells were randomly paired for hybridisation analysis with reciprocal dye combinations for each pair. Hybridisations and washes were carried out overnight on GenTac Hybridisation stations (Genomics Solutions, Huntingdon, UK) as outlined in the protocol. The dried slides were scanned in a Scanarray 5000 XL scanner (GSI Lumonics) at constant laser power of 80% and 78% for Cy3 and Cy5 respectively.

Data was extracted from the slide using BlueFuse software (BlueGnome, Cambridge, UK). 

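Each array holds 27648 spots, of which 26267 are not controls. The deposited files keep the spots of low confidence, so this filter can be applied to them again. On 12 of the 14 arrays it kept 55.1% to 72.0% of the spots that are not controls (median 65.6%), which left 8116 to 10171 clones per array. The exceptions were a pair of arrays of DKO-S cells with and without DOX. The array of culture A with the DOX-treated extract in Cy5 kept 2.13% of its spots, and the array of culture B with that extract in Cy3 kept 22.7%. In the DOX-treated channel of these arrays the median intensity was 82.0 and 87.4, against 102 and 70.6 in the blank spots, so the signal there lay near the background. On the 12 others the median intensity ranged from 690 to 3554 in Cy3 and from 459 to 1349 in Cy5.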

Features with poor confidence information (confidence <0.30, flagged D and E) were eliminated from the analysis. M v A plots [where M  =  log_2_ (Cy5/Cy3) and A = 1/2*[log_2_(Cy5) + log_2_(Cy3)] of the data for each slide (data not shown) were suitably linear to require only a simple global normalisation of the data. 

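A loess curve of M on A, fitted to the spots of confidence 0.30 or more, gives the departure from a straight level line on each deposited array. Read at a dim, a middle and a bright level of A only, with the outermost spots left out, the curve ranged over 0.03 to 0.45 on the log2 scale on 12 of the arrays. The median range was 0.15. On the DKO-R and DKO-S arrays it ranged over 0.03 and 0.12. On the pair of weak DKO-S arrays with DOX the range was 0.97 and 1.53. The median of M itself ran from -2.47 to 0.52 on the 12 arrays, and the medians of the 48 printed blocks of an array spanned 0.48 to 1.07.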

Analysis was performed using GeneSpring software (Agilent UK) on the fused data (mean of replicate values for features on individual slides) from the BlueFuse program. The data was filtered with a probability of 5% with a false discovery rate (FDR) [21] of 15%. The resulting list of differentially expressed genes was then re-annotated using the EST sequence from the feature to update the information available on each cDNA target on the array.

The microarray data described in this manuscript has been deposited with the Gene Expression Omnibus (GEO) data repository under the accession number GSE57328

### RT-PCR

Total RNA was isolated with the ‘Absolutely RNA’ kit from Stratagene, following the manufacturer's instructions. RNA (1 µg) was used for cDNA synthesis using an Moloney Murine Leukemia Virus (MMLV) reverse transcriptase and random primers (Promega). One µL of RT reaction was used for the PCR following the protocol: 1 min 94°C and 20 cycles of amplification by 1 min 94°C, 1 min 55°C, 1 min 72°C, and finishing with 5 min at 72°C. Amplified products were visualised in 1% agarose with ethidium bromide. The following primers were used:

Actin 5′-attcctatgtgggcgacgag-3′ F, 5′-tggatagcaacgtacatggc-3′ R (259 bps)

SDF-1 5′-gcctgacttaccgatgcc-3′ F, 5′-ggccaactccaaacccatc-3′ R (333 bps)

CXCR4 5′-ccttgccattctggtctgtgg-3′ F, 5′-ccgggcaagacaagtcctacc-3′ R (367 bps)

For real time PCR, the following primers were used:

Cyclophilin A 5′-gcgagaagggatttggctacaaggg-3′F, 5′-ggatttgccaccagtgccgttgtg-3′R (102 bp)

SDF-1 5′-cttcgagagcaacgtggcgag-3′F, 5′-gcacacttgcttgctgttgctc-3′R (112 bp)

CXCR4 5′-ggcagcatggacggtttgg-3′F, 5-gcacggctctccatagtctcc-3′R (108 bp)

CXCR7 5′-cctcgtccagcataaccaatgg-3′F, 5′-ccacgctcatgcatgccag-3′R (113 bp)

Tf 5′-cgagaagggtgatgtggc-3′F, 5′-ggcagagcaactcaaagtc-3′R (118 bp)

TfR 5′-cagttggagtgctggagact-3′F, 5′-gggctggcagaaaccttg-3′R (147 bp)

For amplification with SYBR Green PCR master mix, following the settings recommended by the manufacturer.

### Statistical tests

Apoptotic responses for cells grown either with or without clathrin expression were determined using two-tailed unpaired Student's t-test.

## Results

### Iron-deprivation induces apoptosis in DT40 cells

Addition of 0.1 µM doxycycline to the media of both DKO-S and DKO-R cells completely repressed clathrin expression (Figure 1). DT40 cells are typically grown in media supplemented with 10% foetal-calf serum (FCS) and 1% chicken serum [3]. We previously showed that when DKO-S cells were seeded into this standard medium in the presence of doxycycline, the clathrin-depleted cells died by apoptosis after 3–4 days, reflecting the decline in the level of clathrin over this period. The cells died more quickly when clathrin-depleted DKO-S cells were grown in the presence of 10% FCS, but only 0.25% chicken serum [5]. This suggests that chicken serum contains a factor required by DKO-S cells that becomes growth limiting in the absence of clathrin. To investigate the nature of this factor, we first extended the growth experiments to include a wider range of chicken serum concentrations (0 to 5%) (Figure S1A and S1B). The inhibitory effect of clathrin-depletion on cell growth was particularly dramatic at low levels of chicken serum (0.25%). When seeded into medium lacking chicken serum altogether, DKO-S cells grew noticeably less well even when expressing clathrin, and they needed a seeding density of at least 2×10^4^ cells/ml to grow. In the absence of clathrin, DKO-S cells in this medium died rapidly. By contrast we found that at chicken serum concentrations higher than normally used (up to 5%), DKO-S cells increasingly survived clathrin-depletion (Figure S1A). Presumably, at this high concentration the increased availability of the potential factor helped the cells to survive longer when clathrin expression was repressed. When the same experiment was conducted for the DKO-R cell-line we found a similar pattern, but with the striking difference that DKO-R cells required less chicken serum to survive clathrin-depletion compared to DKO-S cells (Figure S1B). For both clathrin-depleted DKO-S and R cells, reduction in the level of chicken serum increased apoptosis as measured both by caspase activity and nuclear condensation, but the DKO-S cell-line was markedly more sensitive to this effect compared to DKO-R cells as the chicken serum levels were reduced (Figure 2A and B). This suggests that the response of these two cell-lines to clathrin-depletion reflects a similar underlying mechanism, but with a quantitative difference in sensitivity to restriction of the chicken serum factor. Hence, at the level of chicken serum that we routinely used (1%), the DKO-S cells typically died but the DKO-R cells survived in the absence of clathrin.

**Figure 1:**
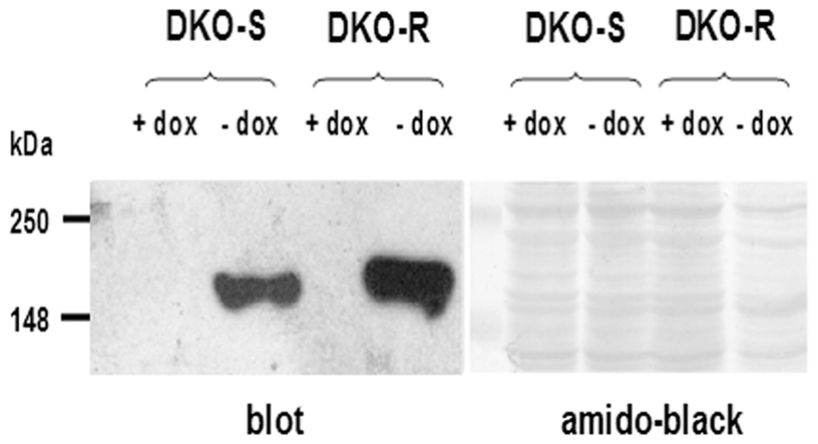
Western blot showing the complete repression of clathrin expression in DKO-S and DKO-R cells when grown in the presence of 0.1 µM doxycycline (dox). Cells were grown for 72 hours in media with or without doxycycline as indicated. Following development of the blot, the nitrocellulose was stained with amido black to detect total protein.

**Figure 2:**
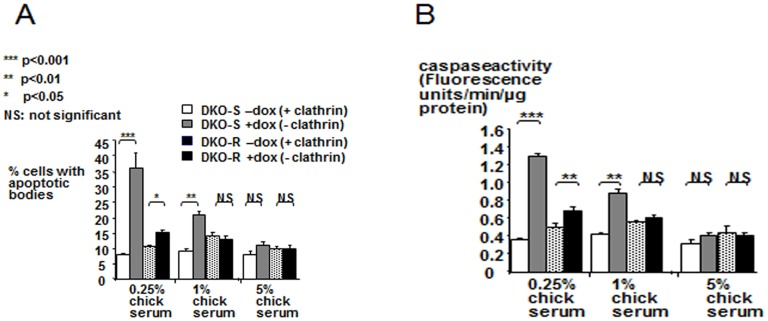
DKO-S cells show a higher apoptotic response to clathrin-depletion than DKO-R cells. (A) The proportion of apoptotic cells and (B) caspase activity were measured as described in materials and methods for DKO-S and DKO-R cells grown with or without 0.1 µM doxycycline (dox) and in media supplemented with increasing concentrations of chicken serum are as indicated. Values are means of three measurements +/− standard deviation. Statistically significant differences, with p values, are indicated.

In order to identify this putative factor, chicken serum was fractionated with ammonium sulphate and the capacity of the different fractions to support growth was examined. For this experiment, DKO-S cells were seeded in a multiwell plate at 1×10^4^ cells/ml in medium without chicken serum (see materials and methods), together with doxycycline to repress clathrin expression. Under these conditions, clathrin-depleted DKO-S cells did not grow (Figure S1A). The ammonium sulphate fractions from chicken serum were added to these cells to give an equivalent chicken serum concentration of about 5%. Only the 40–80% ammonium sulphate fraction supported growth under these conditions (Figure S2A). Gel filtration of this fraction on G-200 Sepharose eluted the growth activity as a broad peak between the 69 and 150 kDa size marker (Figure S2B). Subsequent FPLC ion-exchange chromatography of this gel-filtration fraction produced a single sharp leading peak of growth-supporting biological activity separated from most of the other proteins (Figure 3A). When analysed by SDS PAGE, this peak yielded two major protein bands of apparent molecular weight of about 80 kDa and 60 kDa (Figure 3B). Each of these proteins was separately excised from the gel and analysed by mass spectrometry (MS) sequencing. The lower molecular weight band was identified as vitamin D binding protein [22]. Purified samples of this protein did not support the growth of clathrin-depleted DKO-S cells in the absence of chicken serum (data not shown) even at the highest concentration used. The higher molecular weight band, which did support growth, was identified as chicken transferrin, and this identification was further confirmed by western blotting (Figure 3C).

**Figure 3:**
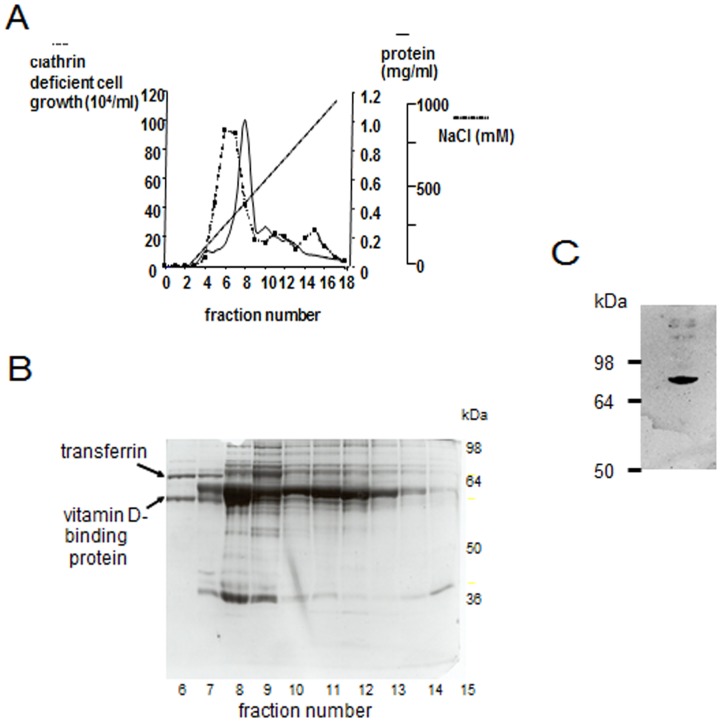
Identification of the putative chicken survival factor as transferrin. (A) FPLC separation of the positive fraction from the gel filtration step showing separation of the main bioactivity peak from major protein fractions. In each case, cell growth after 72 hours was determined as described in materials and methods. (B) SDS polyacrylamide gel electophoresis of the fractions from the FPLC column. Fraction 6, which contains the major bioactivity peak contains only two major proteins identified as vitamin D binding protein and transferrin. (C) Western blot of FPLC fraction 6 using anti-(chicken transferrin) monoclonal antibody.

Purified iron-saturated chicken transferrin mimicked the effect of full chicken serum both on cell growth, apoptotic response and sensitivity to clathrin-depletion od DKO-S cells (Figures 4A, B, C). These cells survived clathrin-depletion if they were grown in standard medium without chicken serum, supplemented with concentrations of fully iron-saturated chicken transferrin of 10 µg/ml or higher (Figure 4A). At lower concentrations, (eg 2 µg/ml shown in Figure 4B), clathrin-depleted DKO-S cells died, but DKO-R cells survived (Figure 4B). Using quantitative western blotting, the level of transferrin in our chicken serum was estimated at about 0.5 mg/ml (data not shown) so that 10 µg/ml corresponds to the level of chicken transferrin present in media supplemented with 2% chicken serum. The degree of iron saturation in commercial chicken serum is unknown, but if it is similar to human serum transferrin (about 30% iron-loaded) [23], then this value is consistent with the observed quantitative effects of chicken serum on the two clathrin-depleted cell-lines. Although the DKO-S and -R cells were always grown in media with 10% FCS, it should be noted that, as with other mammalian transferrins [24], bovine transferrin binds relatively weakly to the chicken transferrin receptor (FRW/APJ data not shown). So in these experiments it is likely to be the chicken serum that supplies the majority of the iron. When supplemented with chicken apotransferrin, from which iron had been removed by prior chelation and dialysis [14], growth of clathrin-depleted DKO-S cells was significantly reduced (Figure 4A). It has been reported that FCS contains high levels of iron stores [25], which could supply some intake into the cells *via* coupling to apotransferrin and could explain the residual growth under this condition. By contrast, growth was completely abolished for clathrin-depleted DKO-S cells with apotransferrin (Figure 4A). The role of transferrin and iron in cell survival was confirmed with deferoxamine, a powerful and highly specific iron chelator that is known to prevent iron uptake into cells, and which induced apoptosis of DKO-S cells [26] (Figure 4C).

**Figure 4:**
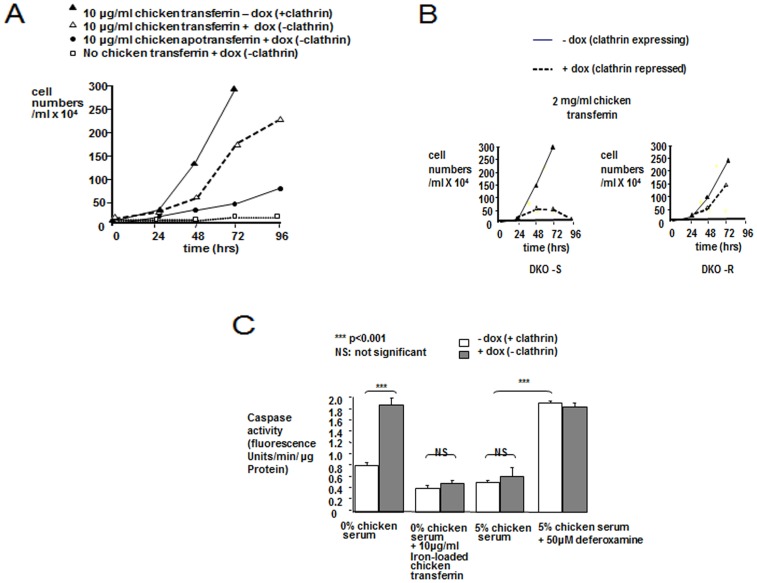
Purified chicken transferrin reproduces the effect of full chicken serum on the cell growth and apoptotic response of DKO-S cells to clathrin-depletion. (A) Fully iron-loaded transferrin, but not apoptransferrin rescues clathrin-depleted DKO-S cells. DKO-S cells were seeded at 2×10^4^ cells/ml in media lacking chicken serum and treated as indicated. Cell growth was monitored as described in Figure 1. (B) Clathrin-depleted DKO-R cells require less chicken transferrin for survival. Cell growth was monitored as described in the legend to Figure 1. (C) Caspase activity in clathrin-expressing or clathrin-depleted DKO-S cells treated with 10 µM iron-loaded transferrin or 50 µM deferoxamine as indicated. Cells were seeded into flasks at (2×10^4^ cells/ml) in treated media and caspase activity measured 72 hours later. Values are means of three measurements +/− standard deviation.

Does the differential survival of clathrin-depleted DKO-S and R cells reflect differences in transferrin receptor (TfR) expression? A quantitative RT-PCR analysis showed similar levels of TfR mRNA in DKO-R and DKO-S (Figure 5A). Likewise, western blotting confirmed similar levels of TfR protein in the two cell-lines (Figure 5B). These results are consistent with our previous report showing that the rates of transferrin internalisation into DKO-S and DKO-R cells are similar and reduced to similar levels when clathrin is depleted [8]. An alternative possibility is that DKO-R cells synthesise their own transferrin, which could then support survival. However, neither cell line expresses detectable levels of transferrin mRNA (Figure 5C) so the difference between DKO-S and DKO-R does not rely on changes in expression of the transferrin iron uptake pathway. Hence, the lower apoptotic sensitivity shown by the DKO-R cells must result from an additional mechanism.

**Figure 5:**
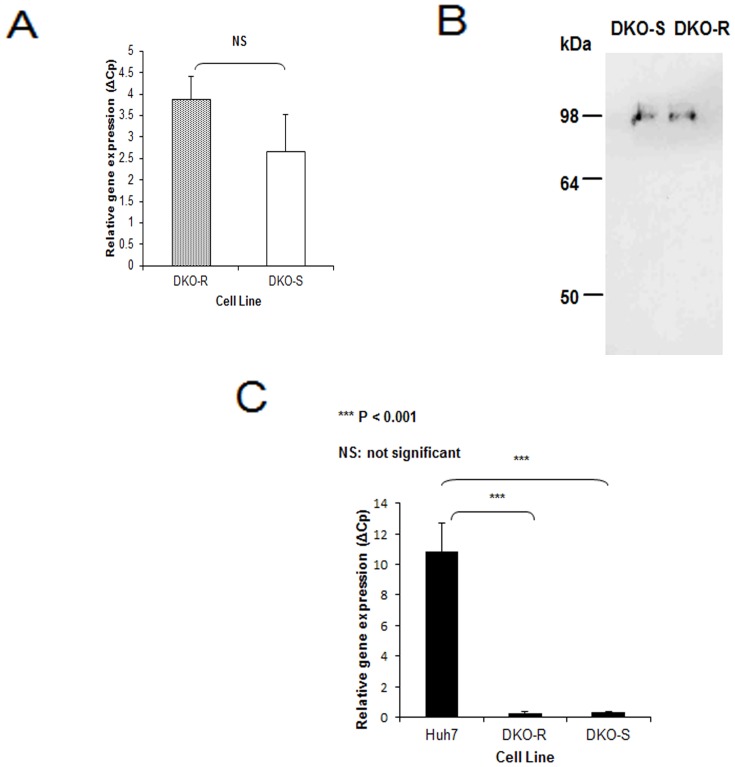
Analysis of the expression of transferrin and its receptor. (A) Quantitative RT-PCT of the transferrin receptor in both cell lines. (B) Western blot for the transferrin receptor in DKO-R and DKO-S cells. (C) Quantitative RT-PCR of transferrin in a control hepatic human cell line (Huh7) and DKO-R and DKO-S cells. Statistically significant differences, with p values, are indicated.

### Endogenous expression of SDF-1 is responsible for DKO-R resistance to clathrin-depletion-induced apoptosis

Since the distinctive phenotypes of the DKO-S and R cells are stable [5], they could reflect changed gene expression profiles. To search for the pathway responsible for cell survival, we compared the global patterns of mRNA expression between the two cell-lines using an EST chicken microarray [20] (see Materials and Methods). 

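DT40 is a chicken B-cell line in whose derivatives DKO-S and DKO-R the clathrin heavy chain comes from a Tet-Off transgene that DOX represses. The deposited set holds 14 arrays, each comparing a Cy3-labelled with a Cy5-labelled extract. DKO-R was compared with DKO-S, both without DOX, on 2 arrays of reciprocal dye orientation, called the direct arrays below. The labels tie both to culture A of each line, so the direct comparison rests on 1 pair of extracts. The other arrays, called the DOX arrays below, compared cells grown with and without DOX in 2 cultures (A and B) of each of 3 lines, where the labels and the microarray methods give neither the dose nor the time of DOX. The values are BlueFuse (version 1.1) spot intensities, to which the authors had applied no normalisation, and the channels were read as Cy3 and Cy5 from the labels. The methods state 20 µg of RNA per sample and the labels 2 µg. Ratios from spots of confidence 0.30 or more were centred on each array's median, averaged over the spots of each of 12864 EST clones, turned so that DKO-R stood over DKO-S (or DOX over no DOX), and averaged over both orientations of a pair of extracts. The mean of each comparison was then tested with limma over the 7 pairs (3 residual degrees of freedom, at least 2 required for a clone), at an adjusted p under 0.15 for DKO-R against DKO-S, the false discovery rate of the paper. The lone direct pair is assumed to vary like the pairs of the DOX arrays, and the small number of arrays limits the precision. Both DKO-S pairs could be used for 169 clones only. For most of the 5837 clones tested in the direct comparison, the spread therefore came from the DT40 and DKO-R pairs alone, with 2 residual degrees of freedom. Table S1 lists 47 clones, 5 of them as unknown, and the clones outside it are known here by their IDs alone. The labels of the direct and the DOX arrays disagree on direction. Of 29 clones that were 2-fold or more apart in the mean of the direct arrays, with the same sign in both orientations, DKO-R and DKO-S could also be compared within a dye across the DOX arrays, and 97 of these 106 comparisons ran the other way. Those with and without DOX in a culture come from the same arrays and are not independent. The arrays alone do not show which labels hold, and directions given below are those of the direct arrays' labels unless the DOX arrays are named.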

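Immunoglobulin J chain (DT40subNB_9D2), the joining peptide of secreted IgM and IgA, was 7.39-fold higher in DKO-R than in DKO-S on the direct arrays, a log2 ratio of 2.89 (standard error 0.22, adjusted p = 0.00213 from limma). Its log2 ratio was 3.04 with DKO-R in Cy3 and 2.74 with DKO-R in Cy5. The clone with the highest ratio, DT40subNB_4H8, for which Table S1 gives no gene, had a log2 ratio of 3.20 (standard error 0.18, adjusted p = 0.000428). A further clone without a name, DT40subNB_8H3, was at 2.22 (standard error 0.19, adjusted p = 0.00271). In all, 8 clones were higher in DKO-R and 0 were lower among the 5837 tested, and 555 had an unadjusted p under 0.05. Of the 8 clones, 1 changed sign between the orientations. Immunoglobulin J chain was the only clone of Table S1 among the 8, whereas 5 of the 42 that were tested among those listed as higher in DKO-R passed when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. The count depends on the normalisation, with 25 clones higher and 11 lower after centring each printed block of the array. Across the DOX arrays, immunoglobulin J chain was lower in DKO-R than in DKO-S in all 4 comparisons within a dye, at log2 ratios of -2.78 to -2.60, opposite to the direct arrays.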

There was a limited number of statistically significant differences between DKO-S and DKO-R cells (Table S1). This is to be expected, since the DKO-R cell-line derives from the DKO-S parent [5]. 

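RPL10A (ChEST26M15), a protein of the large ribosomal subunit, had a log2(DKO-R/DKO-S) of 0.76 on the direct array with DKO-R in Cy3 and of -1.28 on that with DKO-R in Cy5. The mean of both orientations was -0.26 (standard error 0.19, adjusted p = 0.761 from limma). RPL10A was brighter in Cy5 than in Cy3 on only 1 of the 8 DT40 and DKO-R arrays with and without DOX, with a mean log2(Cy5/Cy3) of -0.44 ± 0.15 (SD, n = 4 pairs of arrays). SLC26A9 (ChEST863O8), an anion transporter and the other clone that Table S1 lists as higher in DKO-S, kept its sign when the dyes were exchanged, at -0.64 and -0.57. Its mean of -0.61 (standard error 0.18, adjusted p = 0.382) did not pass the threshold.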

One ribosomal protein was up-regulated in DKO-S cells, but the physiological significance of this is unclear. On the other hand, several genes were up-regulated in DKO-R cells by a factor of two-fold or more compared to DKO-S cells (Figure 6 and Table S1). 

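PNRC1, a nuclear receptor coregulatory protein printed as a pair of clones, was higher in DKO-R in both dye orientations of the direct arrays. The mean log2(DKO-R/DKO-S) was 1.13 for pat.pk0061.e6.f (standard error 0.25, adjusted p = 0.293 from limma) and 1.32 for ChEST358J1, with a wide standard error of 0.73 (adjusted p = 0.625). The spread of ChEST358J1 draws on both DKO-S pairs, each of which includes a weak array. The nucleoporin NUP133 was at 1.05 (standard error 0.22, adjusted p = 0.236) and the testhymin homologue at 1.11 (standard error 0.22, adjusted p = 0.235). DDIT3, a transcription factor of the stress response, was at 1.03 and 1.29 in the 2 orientations, and had too few measurements elsewhere for a test. The clones above, with immunoglobulin J chain and MAP2K3, are the 7 of the 45 listed as up-regulated in DKO-R that reached 2-fold in both orientations, among 13 such clones on the whole array (2 others were lower by as much). For 36 of the 45 the sign depended on the dye. The kinase MAP4K4, the NF-κB inhibitor NFKBIE and the DNA repair protein RAD54B had log2 ratios of -3.02, -3.18 and -3.45 with DKO-R in Cy3, and of 3.07, 3.16 and 3.37 with DKO-R in Cy5. Over these 36 clones the median was -2.19 in the first orientation and 2.11 in the second, which averages to a median of 0.03. The same 36 clones were brighter in Cy5 on the DT40 and DKO-R arrays with and without DOX too, where both channels hold the same line, with a median log2(Cy5/Cy3) of 1.26 and a range of 0.42 to 2.29. On the DOX arrays, the 7 clones that were measured in all 4 within-dye comparisons, among the 8 above 0 in both orientations of the direct arrays, were below 0 in each. 

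**Figure D1:**
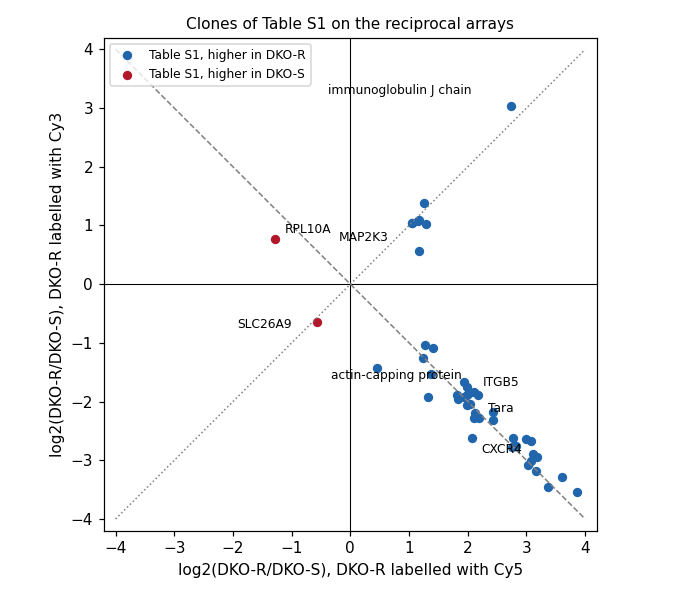
The log2(DKO-R/DKO-S) of each clone of Table S1 with DKO-R in Cy5 (x axis) and with DKO-R in Cy3 (y axis), from 1 array per axis. Clones near the dotted line have the same ratio in both orientations, as immunoglobulin J chain does at 2.74 and 3.04, and clones near the dashed line have ratios of opposite sign, as CXCR4 does at 2.08 and -2.62.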

Figure 6A shows these genes in decreasing order of significance and from these, groups of functionally related genes have been highlighted in Figure 6B. 

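Of the 8 clones in the signalling group of Figure 6B, the PNRC1 pair and MAP2K3 were above 0 in both orientations of the direct arrays, and 5 (MAP4K4, DUSP1, KIDINS220, PSPH and CXCR4) changed sign with the dye. KIDINS220, a scaffold of neurotrophin receptors, went from -2.64 with DKO-R in Cy3 to 2.99 with DKO-R in Cy5. In the trafficking group of 4, SRP54 of the signal recognition particle was above 0 in both orientations, at 0.56 and 1.18, the clathrin adaptor subunit AP1B1 went from -1.08 to 1.41, CKAP4 from -2.75 to 2.83, and CHMP7 was not measured on both. All 3 clones of the cell interaction group changed sign, the chemokine CCL17 from -2.31 to 2.43. The transcription group had NUP133 and DDIT3 above 0 in both orientations, and 7 of its 9 clones changed sign. Tested as a set with limma's camera at a preset inter-gene correlation of 0.01, the 7 measured genes of the signalling group ranked above the other genes (median log2 ratio 0.05, mean 0.31, 6 above 0, adjusted p = 0.0144), and the 8 of the transcription group did not (adjusted p = 0.229). The 36 measured genes that Table S1 names as higher in DKO-R did so too (22 above 0, adjusted p = 0.00171). Neither call held with an estimated correlation (adjusted p = 0.615), and fry found no common direction (p = 0.264 and p = 0.555). The study drew these lists from the same samples, and the trafficking and interaction groups were too small to test as sets. Counted over Table S1, 15 of the 40 up-regulated clones of known function (37.5%) carry a name drawn in the signalling, trafficking or interaction group of Figure 6B, and 24 (60%) a name in any of its groups.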

Strikingly, 65% of the up-regulated genes in DKO-R cells whose function is known, are components of the pathways implicated in signalling, trafficking and cell interaction. Of these genes, the chemokine receptor CXCR4 was of particular interest. 

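The CXCR4 clone (dkfz426_3j23r1) changed sign when the dyes were exchanged. Its log2(DKO-R/DKO-S) on the direct arrays was 2.08 with DKO-R in Cy5 and -2.62 with DKO-R in Cy3, a mean of -0.27 (standard error 0.23, adjusted p = 0.801 from limma), or 0.827-fold. Taken alone with the spread of the other pairs, the array with DKO-R in Cy5 put CXCR4 past the threshold as higher in DKO-R, and the array with DKO-R in Cy3 put it past the threshold in the opposite direction. CXCR4 was brighter in Cy5 than in Cy3 on all 8 DT40 and DKO-R arrays with and without DOX, by 0.53 ± 0.33 on the log2 scale (SD, n = 4 pairs of arrays). In the DOX arrays, the comparisons of DKO-R with DKO-S within a dye gave -0.38 and 1.35 without DOX and 0.69 and -0.06 with DOX, so the sign differed between comparisons. Between 2 cultures per line, from the separate channels of the direct and the DOX arrays together, the log2 difference was -0.06 (standard error 0.23, adjusted p = 0.926). The labels of these 2 sets of arrays disagree on direction, so a difference between the lines can cancel in that fit. The change of CXCR4 with DOX was -0.33 in DKO-R (standard error 0.16, adjusted p = 0.642) and 0.12 in DT40 (standard error 0.16, adjusted p = 0.998).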

CXCR4 is a serpentine G-protein coupled receptor that is commonly expressed on lymphocyte cell-lines, including B and pre-B-cells [27]. When activated by its ligand, stromal cell-derived factor 1 (SDF-1, CXCL12), the CXCR4 receptor stimulates calcium entry, MAP kinase and Akt-dependent pathways [28] (Figure 6C). Indeed, in previous work we found constitutively active Akt and ERK1/2 in DKO-R cells [5], which is consistent with the activation of CXCR4 signalling. These pathways in turn modulate actin cytoskeletal rearrangements, enhanced integrin expression, and stimulate chemotaxis towards SDF-1 secreting cells [29], [30], [31], Several genes potentially connected to these pathways were up-regulated in DKO-R cells including MAP kinase kinase 3, integrin β5, actin capping protein and Tara, a regulator of actin rearrangement (Figure 6 and Table S1). 

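MAP2K3 (MAP kinase kinase 3, clone pgn1c.pk003.c12) had the same log2(DKO-R/DKO-S) in both orientations of the direct arrays, 1.05 with DKO-R in Cy3 and 1.04 with DKO-R in Cy5. The mean ratio was 2.07-fold (standard error 0.18 on the log2 scale), with an adjusted p of 0.176 from limma, above the threshold of 0.15. MAP2K3 passed the threshold in 9 of 18 alternative settings, among them the centring of each printed block. Most of the 9 leave out a DOX pair, which changes only the spread, or use a single direct array. Another, the dye term without the weak arrays, was chosen after the values were seen. Leaving out either culture of a line gives the same fit of the direct comparison, so some of the 9 repeat each other. On the DOX arrays, MAP2K3 was lower in DKO-R than in DKO-S in the 4 comparisons within a dye, from -1.31 to -0.32. Integrin β5 (ITGB5, pat.pk0049.c11.f) went from -1.84 to 2.10 as DKO-R moved from Cy3 to Cy5, with a mean of 0.13 (standard error 0.68, adjusted p = 0.992). Its spread draws on both DKO-S pairs, each with a weak array. The actin-capping protein (pat.pk0049.h10.f) went from -1.26 to 1.24, with a mean of -0.01 (standard error 0.24, adjusted p = 0.997). Tara (pat.pk0070.e4.f) went from -2.29 to 2.19, with a mean of -0.05 (standard error 0.29, adjusted p = 0.994). On the DT40 and DKO-R arrays with and without DOX, log2(Cy5/Cy3) was 1.36 ± 0.36 for integrin β5, 0.78 ± 0.29 for the actin-capping protein and 1.05 ± 0.26 for Tara (SD, n = 4 pairs of arrays), against 0.25 ± 0.14 for MAP2K3. The paper proposes that these genes are potentially connected to pathways activated by CXCR4, and describes the constitutively active Akt and ERK1/2 of DKO-R cells in its earlier work as compatible with CXCR4 activation.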

Crucially in the present context, SDF-1/CXCR4 signalling has been implicated in cell survival with a predominantly anti-apoptotic effect in lymphocyte cell-lines [32], [33], [34]. SDF-1 was not present in the microarray data set, so to confirm and extend the microarray results, we examined CXCR4 and SDF-1 mRNA expression in DKO-S and DKO-R cells by qualitative and quantitative RT-PCR. Both cell-lines expressed CXCR4, although there was a higher expression in DKO-R compared to DKO-S cells and SDF-1 was detectable in DKO-R cells, but not DKO-S (Figure 7A). Consistent with the microarray data and the qualitative RT-PCR, there was a significant increase in CXCR4 mRNA in DKO-R cells compared to DKO-S cells. Strikingly, SDF-1 expression showed an 7.5 fold increase in DKO-R cells compared to DKO-S (Figure 7B). Wild-type DT40 cells expressed SDF-1 mRNA at a level comparable to the DKO-S cell-line and the differential expression of CXCR4 and SDF-1 in these cell lines was independent of the presence of clathrin in the cells (Figure S3).

**Figure 6:**
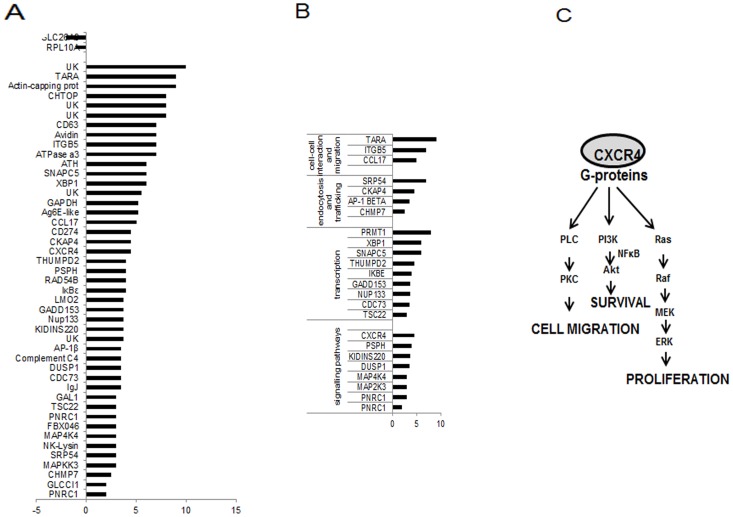
Microarray analysis of the gene expression profiles of DKO-s and DKO-R cells. (A) differentially expressed genes ordered in descending significance according to the P value UK: unknown. (B) functional clusters of genes of processes implicated in cell fate. (C) depiction of the CXCR4 signalling pathway.

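The clone with the smallest p in Table S1, pat.pk0058.c7.f of unknown function, had a log2(DKO-R/DKO-S) of -2.95 with DKO-R in Cy3 and 3.18 with DKO-R in Cy5 on the direct arrays, and a mean of 0.12 (standard error 0.54, adjusted p = 0.990 from limma). CHTOP, at the fourth place of the table's order, went from -1.67 to 1.94. By the p values of the direct comparison computed here, immunoglobulin J chain came first among the 42 tested clones listed as up-regulated, and MAP2K3 next. Over these 42 clones, Spearman's rho between the p value of Table S1 and the p value computed here was -0.16 (permutation test, 2-sided, p = 0.326, adjusted p = 0.326). Between the p value of Table S1 and the mean log2(Cy5/Cy3) of the direct arrays it was -0.26 (p = 0.0906, adjusted p = 0.181 over both relations, permutation test). Clones are not independent replicates.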

**Figure 7:**
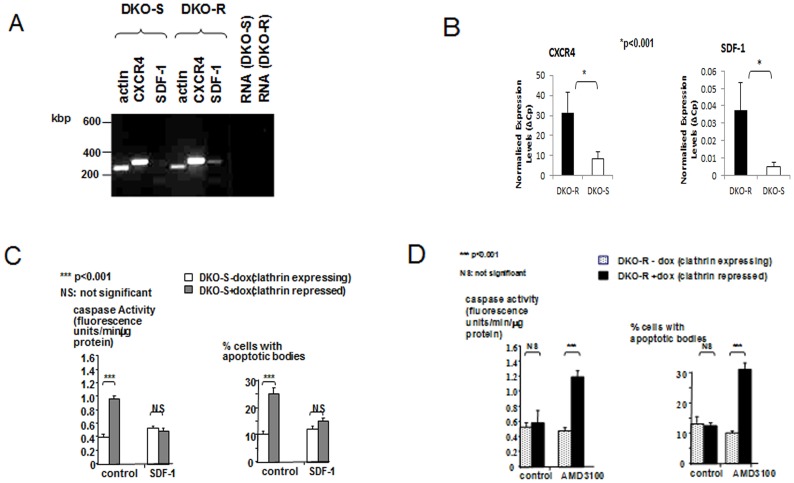
RT-PCR for CXCR4, SDF-1 and CXCR7 in DKO-S and DKO-R cells. (A) standard RT-PCR as described in materials and methods followed by agarose gel migration. Controls (RNA) for genomic DNA contamination in which the RT-PCR reaction was conducted without prior treatment with reverse transcriptase are shown. (B) real time PCR from cDNA obtained from both cell-lines, results are expressed as ΔCp normalising the levels of expression to Cyclophilin A. (C) Caspase activity and percentage of apoptosis of clathrin-expressing and clathrin-repressed DKO-S cells in the presence or absence of 20 nM recombinant human SDF-1α. Values are means of four determinations +/− standard deviation. (D) Caspase activity and percentage of apoptosis of clathrin-expressing and clathrin-repressed DKO-R cells in the presence or absence of 5 µM AMD3100. In both (C) and (D), cells were grown in standard DT40 medium with 1% chicken serum. Values are means of four determinations +/− standard deviation. Statistically significant differences, with p values, are indicated.

It has previously been shown that recombinant human SDF-1 can activate CXCR4 signalling on DT40 cells [35]. Treatment of clathrin-depleted DKO-S cells with recombinant human SDF-1α significantly reduced apoptosis at a chicken serum concentration (1%) that was normally lethal for these cells (Figure 7C). The selective activation of CXCR4 signalling in DKO-S cells led to a more DKO-R-like phenotype in their response to clathrin-depletion. The reciprocal experiment was performed with the drug AMD3100 which is a highly selective inhibitor of CXCR4 signalling [36], [37]. At a concentration of 5 µg/ml, AMD3100 did not affect apoptotic behaviour of clathrin-expressing DKO-R cells in medium containing 1% chicken serum. However, when clathrin expression was repressed in DKO-R cells, under conditions where they normally survived (ie 1% chicken serum), the AMD3100-treated, clathrin-depleted DKO-R cells now underwent apoptosis (Figure 7D).

Although SDF-1 is the only ligand for CXCR4, it can also bind another receptor in this family, CXCR7 [38]. In order to assess the participation of CXCR7-mediated signalling, we examined CXCR7 expression in both cell lines. The levels of CXCR7 were similar between DKO-R and DKO-S and approximately 100 fold lower than the levels of CXCR4 (note the different ordinance scales in Figure 8A compared to Figure 7B). In order to assess the potential role of CXCR7 we investigated the effect of a highly specific inhibitor: CCX771 [39] and an inactive close analogue compound CCX704 on the apoptotic response of DKO-R cells to clathrin-depletion. In contrast to the CXCR4 inhibitor AMD3100, neither CCX771 nor CCX704 had any effect on caspase activity (Figure 8B). Although a small increase in apoptosis was observed, this was the same with both the active and inactive CXCR7 antagonists and was not accompanied by an increase in caspase activity. Taken together, our data indicates that DKO-R cells, unlike the DKO-S cells, can operate an anti-apoptotic autocrine pathway, due to the simultaneous expression of SDF-1 ligand and its receptor CXCR4.

**Figure 8:**
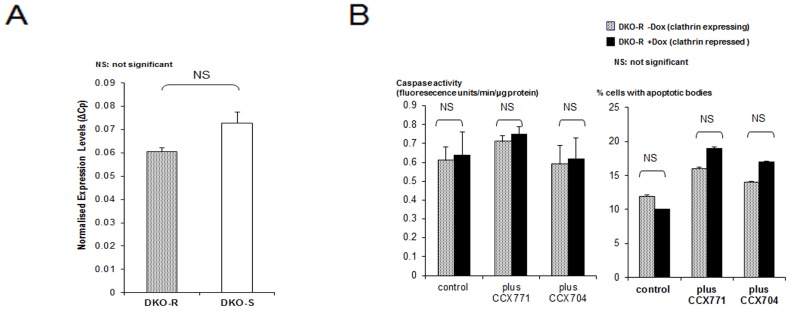
CXCR7 signaling is not responsible for the apoptotic-resistace shown by clathrin-depleted DKO-R cells. (A) Quantitative RT-PCR for CXCR7 in both cell lines. (B) Caspase activity and percentage of apoptosis of clathrin-expressing and clathrin-repressed DKO-R cells in the presence or absence of 0.5 µM CCX771 and inactive analog CCX704. Cells were grown in standard DT40 medium with 1% chicken serum. Values are means of four determinations +/− standard deviation.

## Discussion

Our initial observation that clathrin-depletion in DKO-S cells induced apoptosis is surprising because in mammalian cells, RNAi-mediated clathrin knockdown does not produce the same effect [10], [40]. However, proliferation and survival of some tumour cell lines are correlated with transferrin uptake [41]. In particular, iron restriction is known to induce apoptosis in activated T-lymphocytes and the promyelocytic cell-line HL60 [42]. Furthermore, a monoclonal antibody that blocks transferrin binding to its receptor induced apoptosis in adult T-cell leukaemia cells [43]. As with DT40, these are all fast growing lymphocyte-derived cells, suggesting that a relatively high apoptotic sensitivity to iron deficiency may be a common feature of this type of cell-line. A comparison of several human and mouse cell-lines with regards to sensitivity to iron deprivation showed that cell-lines of haematopoietic origin are indeed particularly sensitive to iron restriction. Interestingly HeLa cells, commonly used in assays of clathrin-function have a relatively high resistance to apoptotic stimuli [44].

Iron is a cofactor for key enzymes required for purine and pyrimidine synthesis, the tricarboxylic acid cycle and the mitochondrial electron transport chain [45]. Thus in fast growing cells, iron deficiency may limit both DNA synthesis and the capacity to generate ATP from aerobic respiration. Iron restriction reduces transcription of the cell cycle control protein p21(WAF1/CIP1) [46], downregulates anti-apoptotic Bcl-2, up-regulates the pro-apoptotic Bax [47] and activates a mitochondrial caspase pathway [48]. Clathrin-depletion in the DT40 cells reduced, but did not abolish transferrin uptake [5], [8]. This clathrin-independent residual transferrin uptake probably accounts for the survival of clathrin-depleted DKO-S cells when grown in media with high levels of chicken serum. We have found that some batches of chicken serum are better than others at supporting the growth of clathrin-depleted DKO-S cells [8], and this correlates with the level of transferrin (APJ, data not shown). Additionally, in cells with increased requirements for iron due to their rapid proliferation rate, such as neoplastic cells, alternative routes of iron uptake to transferrin have been observed. Thus non-receptor-mediated pinocytosis has been suggested as a significant mechanism of iron uptake in human hepatoma and melanoma cell-lines [49].

The different apoptotic thresholds shown by clathrin-depleted DKO-S and DKO-R cells is a notable example of how cells can modulate their apoptotic response to iron deficiency depending on the activity of other signals. We propose that the DKO-R cell-line has induced an autocrine loop mediated by the anti-apoptotic chemokine SDF-1 and its receptor CXCR4. Thus the DKO-R cells have enhanced an important survival pathway that helps to damp down the apoptotic signal generated by partial iron restriction. Our work suggests that SDF-1/CXCR4 autocrine signalling can play an important role in regulating tumour survival [32] and is consistent with the observation that activation of this pathway reduces apoptosis in serum-starved murine embryonic stem cells [12]. High expression of CXCR4 was associated with carcinoma, migration, proliferation and metastasis [50]. The DT40 cell-line was derived from a pre B-cell [2] and indeed, SDF-1 was initially named ‘Pre B-cell growth-stimulating factor’ in recognition of its role in promoting the survival of pre B-cells *in vitro* [51]. In T cells, activated CXCR4 stimulates both MAP kinase and Akt-dependent pathways [34], [52]. We showed that phospho-Akt is much more abundant in DKO-R than DKO-S and though a decrease is observed in both lines after clathrin depletion, this decrease is less prominent in DKO-R and Akt activity remains much higher than in DKO-S. We also examined ERK1/2 showing that it is constitutively active in DKO-R cells [5]. As Akt and ERK are pivotal to the CXCR4 signalling pathway, and since CXCR4 only binds SDF-1 [53], the constitutive stimulation of these enzymes in DKO-R cells is consistent with an autocrine effect of endogenously synthesised SDF-1. In agreement with our observations, a dramatic increase in Akt and ERK1/2 phosphorylation in response to SDF-1 stimulation has been noted in MEF cells and this activation was inhibited by the CXCR4 inhibitor AMD3100 but not by a CXCR7 inhibitor [54].

SDF-1 activated CXCR4 receptors modulate integrin signalling, promote chemotaxis towards SDF-1 secreting cells and induce major actin cytoskeletal rearrangements [28]. It is possible that some of these changes could affect additional aspects of the DKO-R phenotype. For example, it has been observed that receptor-mediated endocytosis of the B-cell receptor (but not other receptors) is significantly less clathrin-dependent in DKO-R cells compared to DKO-S cells [8]. It will now be interesting and important to investigate whether SDF-1 signalling can explain this unusual result. Evidently, the altered expression of only a small number of genes is enough to produce the DKO-R phenotype and several of these are directly related to the SDF-1 signal pathway. In prostate tumour cell-lines, SDF-1 signalling up-regulates the expression of CXCR4 and other downstream targets of its signalling pathway [55]. If this is also true for DT40, then the primary change that produced the DKO-R phenotype could have been an up-regulation of SDF-1 expression. This is supported by our observation that wild-type DT40 cells do not express SDF-1 (Figure S3). The DKO-R cells were originally isolated from an overgrown population of DKO-S cells, and it seems likely that this condition selected for an enhanced anti-apoptotic phenotype. We have subsequently identified other cells derived from DKO-S that are similarly resistant to clathrin-depletion, although in these cases, the molecular mechanism has not been investigated. It appears that such variants are not uncommon in DT40 populations and this may in turn have important implications for the use of DT40 to study apoptotic pathways.

Our results provide a worked example of how the phenotypic consequences of gene inactivation are contingent upon the wider physiological background and how this needs to be taken into account when interpreting gene knockout experiments. Furthermore, many tissue-culture cells possess great plasticity to adapt to their environment *via* genetic changes, and these adaptations can have an impact on the phenotype generated by research manipulations. Our results further emphasise that cell survival depends on a balance of positive and negative signals that can be independently modulated. A number of therapeutic strategies for the treatment of leukaemia and other lymphocyte-derived tumours have been proposed and are currently undergoing clinical trials. Several of these aim to stimulate apoptosis by blocking transferrin endocytosis [43], [56], or prevent iron uptake using chelating agents [57]. Moreover, the up-regulation of SDF-1/CXCR4 expression is a known mechanism used by some tumour cells that contributes to chemotherapy resistance [30]. In this context, the relative ease with which the DKO-R cells emerged from the DKO-S background should raise a cautionary note, as it implies a simple mechanism by which cells can escape from such therapies. Adaptive changes based on CXCR4-SDF-1 regulation and signalling may be important factors in the resistance to chemotherapy.

## Supporting Information

Figure S1 **Figure S1A: growth of DKO-S cells in increasing levels of chicken serum, as indicated.** **Figure S1B**: growth of DKO-R cells in increasing levels of chicken serum as indicated.
(TIF)

Figure S2 **Cell growth of clathrin-deficient DKO-S cells.** (A) in ammonium sulfate fractionated chicken serum. (B) in G-200 Sepharose filtered fractions of the 40–80% ammonium sulphate fraction.
(TIF)

Figure S3 **Effect of doxycycline on expression of CXCR4 and SDF-1.** Wild-type DT40 cells as well as the DKO-R and DKO-S clones were grown with or without 0.1 µM doxycycline (DOX) for 72 hours prior RNA extraction. The levels of CXCR4 and SDF-1 expression were assessed by qRT-PCR normalising to cyclophilin A.
(TIF)

Table S1 **Microarray data showing genes differentially expressed in DKO-S and DKO-R cells.** For genes upregulated in DKO-R cells, CXCR4 and other components of pathways known to be modified by activated CXCR4 signalling are shaded.

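Table S1 gives for each of its EST clones the line in which it was higher and a p value, with no fold change, and lists 5 of them as unknown. XBP1 (pat.pk0048.g12.f), a transcription factor of secretory cells, stands in it as up-regulated in DKO-R. The direct arrays gave XBP1 a log2(DKO-R/DKO-S) of -1.93 with DKO-R in Cy3 and 1.33 with DKO-R in Cy5, a mean of -0.30 (standard error 0.24, adjusted p = 0.782 from limma). The tetraspanin CD63 (pat.pk0048.b9.f) had the lowest mean of the listed up-regulated clones, -0.48 (standard error 0.25, adjusted p = 0.603), from -1.42 and 0.46. Ranked by mean log2(Cy5/Cy3) on the direct arrays among the clones measured on both, 31 of the 45 clones listed as higher in DKO-R fall in the 100 with the highest Cy5. Of the 36 that changed sign with the dye, 32 are clones whose IDs begin with pat.pk or pgn1c.pk. This class makes up 11.1% of the clones on the array and, outside Table S1, 1311 of the 7249 measured on both direct arrays. Of all 45 clones listed as higher in DKO-R, 23 are pat.pk and 11 are pgn1c.pk clones.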

(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

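RNA of DT40, DKO-S and DKO-R cells was compared on 14 EST arrays of chicken with Cy3 and Cy5 labels. The labels give 12 extracts, 2 cultures (A and B) of each of 3 lines with and without DOX, and 7 pairs of extracts, each on 2 arrays with the dyes exchanged. In 6 of the pairs a line with DOX was compared with the same line without it, and in 1 pair DKO-R was compared with DKO-S. Neither the labels nor the microarray methods state the dose or time of DOX. The arrays carry 12864 clones in 26267 spots that are not controls, 12772 of them in more than 1 spot.

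The authors scanned the slides at constant laser power and deposited the intensity of each spot in each channel as BlueFuse for Microarrays (version 1.1, build 2765) gave it, without normalisation, together with the confidence of each spot as a fraction. The channels were taken as Cy3 and Cy5 from the labels, since the file headers give only channel numbers. The authors also deposited 1 log2 value of Cy5 over Cy3 for each of 12861 positions, centred near 0 on each array and not turned for the dye swaps, which was used as an alternative only. Whether the confidence filter had been applied to that table is not stated, and no value of it is missing. The methods name GeneSpring for the analysis of fused values and do not name its test in the text.

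For the log ratios, spots of confidence 0.30 or more were kept, log2(Cy5/Cy3) was centred on the median of each array, and the spots of a clone were averaged. Ratios were turned to the direction of the comparison and both orientations of a pair of extracts averaged, with both required. limma 3.58.1 in R 4.3.3 (lmFit and eBayes) fitted 1 mean for each of the 4 comparisons to the 7 pairs with 3 residual degrees of freedom, at least 2 of which a clone needed. The prior had 6.34 degrees of freedom. Benjamini-Hochberg adjusted p values were taken as passing under 0.15 for differences between lines, the false discovery rate of the paper, and under 0.05 for DOX responses and the differences between them. A single pair of extracts stands behind the direct comparison, so its spread is that of the pairs on the DOX arrays, for most clones those of DT40 and DKO-R alone.

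For the separate channels, the intensities were normalised by loess within arrays (span 0.3) and Aquantile between arrays, each extract's channels were averaged over both dyes, and limma fitted 6 groups to the 12 extracts with 6 residual degrees of freedom. DT40 extracts share no array with the other lines, so that differences from DT40 are also differences between sets of arrays. DKO-R and DKO-S share only the direct arrays, so the same holds for their differences with DOX and in fits without the direct arrays. Within-dye comparisons of DKO-R with DKO-S took differences of log2 intensities in the same dye between 2 DOX arrays. The intensities were normalised by loess and Aquantile as above, over all arrays with the weak ones included. The differences gave 4 comparisons (cultures A and B, with and without DOX), none of them on the weak DKO-S arrays. Those with and without DOX in a culture use the same 2 arrays and are not independent.

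Sets of genes were tested with limma's camera (preset inter-gene correlation 0.01, with an estimated correlation beside it) and fry, 1 clone per gene, over the signalling and transcription groups of Figure 6B and the genes of known function that Table S1 lists as higher in DKO-R, where at least 5 genes were measured. Gene names come from Table S1 alone, whose 47 clones were all found on the array. Further sets written before the data were examined had fewer than 5 named genes and were not tested. The genes named in the text are those of Table S1 and Figure 6 and, in each comparison, the 10 highest and 10 lowest clones past the threshold with the same sign in every pair or orientation, of which few without a name are printed. The values of Table S1 had been seen when this rule was written.

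The fits were tested on simulated data made from these arrays. The simulated values of a clone had the same spread in every pair or extract, and in the log ratios the same dye effect on every array. The simulation therefore did not test whether the lone direct pair or the weak arrays vary like the others, or dye effects that differ between arrays. As many clones were changed 4-fold in the same runs, and the false calls are those of a whole run. At 2-fold, 93 of 100 changed clones were called in the direct comparison with 22 false calls, 100 of 100 in the DOX response of DKO-R with 9 false calls, 21 of 21 in that of DKO-S with 11 false calls among the 169 clones tested, and 91 of 100 between DKO-R and DKO-S in the separate channels with 34 false calls.

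The alternatives were loess, centring by printed block, no confidence filter, a confidence of 0.60, leaving out the dimmest 25% of clones, the deposited log2 table, the other threshold, leaving out each culture of a line (for the direct comparison, only its DOX pair), each direct array alone, the direct arrays as replicates, each array as its own value with the pair as a random block, culture as a fixed or random effect, quantile normalisation, no pairing, the mean of a gene's clones and an estimated correlation, all set before the data were examined. A dye term without the weak arrays, ratios not turned for the dye swap, a correction for dye effects without the weak arrays, the same without the direct arrays too, and an exchange of the lines' names on the direct arrays were added afterwards. RT-PCR and blots were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.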

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

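The tests of the dye effect of a clone, of lines or dyes exchanged between the direct and the DOX arrays, and of the channels of the direct arrays alone exchanged were chosen after the results they concern had been seen, as were the dye-corrected fits and the comparison within Cy5 that argues against a difference carried by the A cultures alone; the other tests were chosen before.

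Immunoglobulin J chain and 7 clones outside Table S1 passed the threshold on the direct arrays; the 7 drew attention because the paper does not report on them. Among them are DT40subNB_4H8 and DT40subNB_8H3. Most clones 2-fold or more apart in the mean of the direct arrays, with the same sign in both dye orientations, ran the other way on the DOX arrays, in 97 of 106 comparisons within a dye. Below 2-fold, SLC26A9 kept its direction, lower in DKO-R in both orientations (-0.64 and -0.57) and in all 4 comparisons within a dye (-0.77 to -0.06). Of the 8 clones of Table S1 above 0 in both orientations, the 7 that could be followed were lower in DKO-R in 28 of 28 comparisons within a dye, with a median of -0.71. The comparisons with and without DOX of a culture come from the same arrays, so these counts are not of independent comparisons. The design offers no biological explanation for lines that trade places between array sets, and none was tested.

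For the same clones, a difference carried by the A cultures alone is argued against. The B cultures lay at a median of -1.31 within Cy3 and so lacked the higher level, which had been set down as what this explanation needs, but the A cultures of the DOX arrays, the same cultures by label as on the direct arrays, lay at -0.34 in Cy5 and not above 0. An exchange of the channels on the direct arrays alone is argued against as well, since the mean log2(Cy5/Cy3) of the clones there correlated at 0.727 with that of the DT40 and DKO-R arrays. An exchange of the lines' names on either set of arrays, or of the dyes' names on all arrays, is a candidate explanation, and these cannot be ranked from the arrays. The RT-PCR of the paper gives higher CXCR4 in DKO-R, which does not settle it, since CXCR4 changed sign between the dye orientations. With the names exchanged on the direct arrays, the separate channels without DOX gave 120 clones in place of 2. They gave 318 with a dye correction and without the weak and direct arrays, a fit in which DKO-R and DKO-S share no array.

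Most clones that Table S1 lists as higher in DKO-R, 36 of 44 measured, were brighter in Cy5 on both direct arrays, whichever line was in Cy5. A dye effect of the clone is a candidate explanation: on the DT40 and DKO-R arrays with and without DOX, which hold no DKO-S extract, the same clones had a median log2(Cy5/Cy3) of 1.26, all of them above 0. A wrong label on a single direct array is argued against, because the same clones would then differ between the lines by their direct ratio, a median of 2.17, whereas across the DOX arrays within a dye the median was 0.40 and the highest of the 36 was at 0.91. Across clones, the effect on the direct arrays had a slope of 1.31 on the mean of the DT40 and DKO-R arrays, and that on the DKO-S arrays of culture B, which include a weak array, a slope of 1.35; what raised them is open.

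The mean of both orientations left the clones that Table S1 lists as higher in DKO-R at a median of 0.07 on the direct arrays. Whether position on the array is a source of this shift could not be decided. The prediction set down beforehand was of a shift above 0.3, which the clones themselves did not show in the median, and smaller shifts were not tested. Other clones in their 25 blocks had a median of 0.0035 (SD 0.29), but they are 4060 of the 7249 measured on both arrays, and centring each array on its median all but fixes that value. The neighbours of their spots had a median of 0.00425 (446 clones, SD 0.28). Other clones with IDs in pat.pk or pgn1c.pk had a median of -0.03 (1311 clones, SD 0.29). Both medians lay well below 0.3, the shift set down beforehand for this explanation, so these other clones were not shifted by that much. These SDs are of single clones and do not measure the spread of a median, so they decide nothing about a shift as small as 0.07. Whether a difference rests on the 1 pair of extracts cannot be told apart from a shared one: in the B cultures, from the separate channels, the median over 41 clones was 0.24, between the bounds that had been set, and in the A cultures it was -0.09.

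The DOX response of DKO-S, which the paper's microarray text does not report, gave 31 clones (10 higher, 21 lower) of 169 tested at an adjusted p under 0.05. The difference in DOX response between DKO-S and DKO-R, tested in the same fit, gave 3 clones, and that between DKO-S and DT40 gave 4, all lower in DKO-S. DT40subNB_13H4 was among both, at -1.67 and -1.92. The directions depend on the processing. Without culture A of DKO-S the DOX response had 411 clones higher and 178 lower, and the differences had 153 higher and 117 lower (from DKO-R) and 136 higher and 74 lower (from DT40), whereas without culture B more were lower in each. Without the confidence filter the DOX response had 1919 higher and 1732 lower, and with loess 1 of the 3 and 1 of the 4 clones were higher in DKO-S. Each DKO-S pair includes a weak array, and the median of all tested clones in the DOX response of DKO-S was -0.31. In the simulated data, this response had 11 false calls beside 21 changed clones recovered at 2-fold and 21 at 4-fold. That is a larger share of false calls than the threshold of 0.05. With a dye term and without the weak arrays, 0 clones passed in each of the 3 results, where limma had 214, 464 and 422 clones at an unadjusted p under 0.05, and with each array as its own value 0 passed as well (39, 17 and 18).

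The comparisons of lines from separate channels, also not in the paper, gave 2 clones between DKO-R and DKO-S without DOX, both lower in DKO-R, and 68 with DOX, where 165 clones could be tested and their median was -0.47. With DOX, DKO-R and DKO-S share no array. Against DT40 they gave 2233 clones in DKO-R and 1135 in DKO-S, but DT40 sits on arrays of its own, so line and array set are confounded.

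On the DT40 array of culture A with the untreated extract in Cy5, 63.2% of the spots were kept, against 67.1% to 67.4% on the other DT40 arrays, a gap of 0.908 of the range where 0.829 is the critical value. In all, 15 groups of arrays and measures were tested in this way, and chance alone marks about 1 in 20.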

How the results depend on the processing

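A dye term without the weak arrays, ratios not turned for the dye swap, dye correction without the weak arrays, the same without the direct arrays, and exchanged names on the direct arrays were chosen after the data had been seen; the other settings were chosen before. Where a count moved, the cause was not tested unless it is named.

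On the direct arrays the count of 8 stayed within 1.5 times under loess and without the dimmest clones. It was 36 with centring by printed block, 18 at confidence 0.60, 5 at an adjusted p under 0.05, and 4 to 34 in leave-one-out fits (34 without the DOX pair of either DT40 culture, 18 without that of either DKO-S culture, 4 without that of either DKO-R culture). These fits keep the direct arrays of culture A, so for this comparison and its gene sets they change only the spread, and the ratios themselves were not tested by leaving out a culture. From limma it was 0 without the confidence filter, 0 from the deposited log2 table and 0 with the arrays as replicates, where 307, 331 and 143 clones had an unadjusted p under 0.05. It was 1369 from the array with DKO-R in Cy5 only, 1333 from that with DKO-R in Cy3 only, 364 with ratios not turned, and 183 with a dye term and without the weak arrays.

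The DOX response of DKO-S, 31, became 15 with loess, 3651 without the confidence filter, 2944 from the deposited table, 63 at 0.15, 3 with no pairing, and from limma 0 with each array as its own value (39 at an unadjusted p under 0.05) and 0 with a dye term and without the weak arrays, with a range of 10 to 589 in leave-one-out fits (589 without culture A of DKO-S, 225 without culture B, 57 without either DT40 culture, 10 without either DKO-R culture). The difference from DKO-R, 3, became 6 by block, 16 at 0.15, and 0 without the filter, from the deposited table, with each array its own value and with a dye term without the weak arrays (3769, 3440, 17 and 464 at an unadjusted p under 0.05), and ranged from 0 to 270 (270 and 183 without DKO-S culture A and B, 10 without either DT40 culture, 1 and 0 without DKO-R culture A and B). The difference from DT40, 4, became 11 at 0.15 and 0 in the same 4 settings (3617, 3308, 18 and 422), and ranged from 4 to 210 (210 and 161 without DKO-S culture A and B). The DOX response of DKO-R, 0, became 1 with a dye term and without the weak arrays, and stayed at 0 to 0 in leave-one-out fits. That of DT40 ranged from 0 to 3, and the difference between DKO-R and DT40 from 0 to 2, both highest without DT40 culture B. Confidence 0.60 left too few clones for the DKO-S responses and for the lines with DOX, the deposited log2 table holds no separate channels, and loess is already part of those. Fits without a culture required 1 residual degree of freedom, and the lone pair or extract is assumed to vary like the other groups.

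In the separate channels, DKO-R against DKO-S without DOX, 2, became 0 without the filter, 0 at confidence 0.60, 0 at 0.05, and 0 with dye correction without the weak arrays (742, 76, 373 and 445 at an unadjusted p under 0.05 in limma), 120 with exchanged names on the direct arrays, and 318 with dye correction without the weak and direct arrays. It ranged from 0 to 246 (246 without DKO-S culture A, 91 and 0 without DKO-R culture A and B, 1 without either DT40 culture). With DOX, 68 became 1643 without the filter, 112 with quantile, 36 at 0.05, 475 and 547 with dye correction, and ranged from 12 to 1053 (1053 and 283 without DKO-S culture A and B, 12 and 26 without DKO-R culture A and B). DKO-R against DT40, 2233, became 968 at confidence 0.60 and 1234 at 0.05, with a range of 1167 to 2392 (1175 and 1167 without DT40 culture A and B). DKO-S against DT40, 1135, became 2696 without the filter, 151 at confidence 0.60, 588 at 0.05 and 1727 with dye correction without the weak and direct arrays, with a range of 376 to 1947 (529 and 376 without DT40 culture A and B, 1947 without DKO-S culture B). Confidence 0.60 leaves fewer clones to test.

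Culture letter as a replicate block gave 4 clones between DKO-R and DKO-S without DOX and kept the other counts within 1.5 times. The letters are not shown to pair samples across lines: the differences between cultures A and B correlated at 0.00, -0.05 and -0.17 across clones between lines in the DOX ratios, and at -0.04, -0.15 and 0.17 in the intensities.

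Of the sets on the direct arrays, the signalling group and Table S1 lost their calls with an estimated correlation (0.615 for both) and turned lower in DKO-R with DKO-R in Cy3 only (1.21e-05 and 2.59e-29), as did the transcription group (8.09e-09). That group gained a call without the filter (0.031), at confidence 0.60 (0.0185), from the deposited table (6.97e-05), with the arrays as replicates (0.00506), with DKO-R in Cy5 only (1.29e-12), not turned (9.84e-16) and with a dye term without the weak arrays (0.0153), and its adjusted p ranged from 0.0212 to 0.189 in leave-one-out fits; signalling ranged from 0.00753 to 0.0258 and Table S1 from 5.01e-05 to 0.00028. In the separate channels without DOX, Table S1 gained a call with dye correction without the weak arrays (0.000123) and ranged from 0.0200 to 0.902 (lowest without DKO-R culture A), signalling from 0.508 to 0.902 and transcription from 0.0778 to 0.902.

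Single clones that passed the threshold in a setting or as reported, and changed sign between them on the direct arrays, did so under the settings that use 1 orientation or leave ratios not turned. With DKO-R in Cy3 only these were AP1B1 (-1.08), LMO2 (-1.93), CKAP4 (-2.75), CCL17 (-2.31), ITGB5 (-1.84), RPL10A (0.76) and a clone without a name (-0.31). With DKO-R in Cy5 only they were CXCR4 (2.08), XBP1 (1.33), the actin-capping protein (1.24) and Tara (2.19). Not turned, they were immunoglobulin J chain (-0.15), CXCR4 (2.35), XBP1 (1.63), CD63 (0.94), the actin-capping protein (1.25), Tara (2.24) and clones without a name (-0.37, -0.48, -0.14, -0.17 and -0.25). These settings hold the dye effect of a clone by construction. Other values changed sign without passing the threshold in either fit, among them AP1B1 at confidence 0.60 (-0.24), LMO2 (-0.10) and CKAP4 (-0.08) with centring by printed block, and CD63 with DKO-R in Cy5 only (0.46). The 18 named clones were otherwise on the same side of the threshold in 248 values, whatever their sign, gained a call in 53 and lost it in 3. These tallies count the fits without culture A and without culture B of a line separately, although they are the same fit for the direct comparison. On the weak arrays, signal near background limits what DOX responses of DKO-S can show. It also enters the spread of the direct comparison for clones measured on the DKO-S pairs.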

Differences from the paper's values

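Table S1 lists, by the paper, 45 clones as higher in DKO-R, against 8 here at the paper's false discovery rate of 0.15 with limma, and 2 clones as higher in DKO-S, against 0 here, with 555 clones at an unadjusted p under 0.05. The paper does not name its test in the text, and none of the alternatives set before the data were examined brings either count within 1.5 times the paper's. Of the clones of Table S1, immunoglobulin J chain was called here in the paper's direction. Settings fixed beforehand that called further clones of the table in the paper's direction were the array with DKO-R in Cy5 only, with 42 of the 47 (CXCR4, ITGB5, Tara and the actin-capping protein among them, and 1327 clones outside the table), the array with DKO-R in Cy3 only, with 6 (and 37 in the other direction), confidence 0.60 with 6, centring by printed block with 5, leaving out the DOX pair of a DT40 culture with 5 and that of a DKO-S culture with 3 (the direct arrays stay in these fits). MAP2K3 and PNRC1 were called in each of these, NUP133 and the testhymin homologue in all but the last, SLC26A9 at confidence 0.60 and from either direct array alone, and RPL10A with DKO-R in Cy5 only. Ratios not turned for the dye swap, a setting chosen after the values were seen, called 36 of the 47, CXCR4, Tara, the actin-capping protein and RPL10A among them, and dropped 11. A dye term without the weak arrays, also chosen after the values were seen, called 9, DDIT3, SRP54 and SLC26A9 among them, and dropped 38.

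The paper states that 65% of the up-regulated genes of known function belong to signalling, trafficking and cell interaction. Counted from Table S1 and the names drawn in Figure 6B, the share was 37.5% (15 of 40 clones), and 60% (24 of 40) when the transcription group is added, with which the paper's value is within 1.5 times. Processing of the arrays does not enter this share. The paper's share is of genes and it does not list those counted, whereas clones were counted here. Clones outside the drawn groups, such as CD274, CD63 and the actin-capping protein, count here as not belonging. The shares may therefore differ in what they measure.

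Table S1 lists 45 clones as up-regulated in DKO-R, a count that the paper's text does not give. On the direct arrays, 8 of the 44 measured were higher in DKO-R in both dye orientations, MAP2K3 among them, and 36 had opposite signs. The paper names CXCR4, integrin β5, the actin-capping protein and Tara as up-regulated; their mean log2(DKO-R/DKO-S) was -0.27, 0.13, -0.01 and -0.05. By the paper, RPL10A was higher in DKO-S; its mean of -0.26 has that direction, and the sign changed with the dye. SLC26A9, at -0.61, was lower in DKO-R in both orientations, as Table S1 has it. The p values of Table S1, which order Figure 6A, had a rank correlation of -0.16 with those computed here.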

Other observations

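The dye-corrected fit of the DOX arrays alone, without the weak arrays, was chosen after the data had been seen. So was the fit with a dye term and without the weak arrays. The other comparisons below were planned.

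No DOX array holds both DKO-R and DKO-S, so differences between them in that fit are also differences between sets of arrays. Without the weak arrays each DKO-S extract is read there in a single dye, corrected by the dye effect of the DT40 and DKO-R arrays. In that fit immunoglobulin J chain was 5.54-fold lower in DKO-R than in DKO-S without DOX, a log2 difference of -2.47 (standard error 0.23, adjusted p = 0.000815), and 6.25-fold lower with DOX. In the planned fit of all arrays, which mixes the direct and the DOX arrays, the difference without DOX was -0.80 (adjusted p = 0.471). Against DT40, in the DOX arrays alone, immunoglobulin J chain was higher in DKO-S by 2.50 (adjusted p = 0.000816) and at 0.03 in DKO-R (adjusted p = 0.944), where the planned fit of all arrays gave 1.70 (adjusted p = 0.0298) and 0.90 (adjusted p = 0.189). PNRC1 (pat.pk0061.e6.f) was lower in DKO-R by a log2 difference of -1.60 without DOX (standard error 0.39, adjusted p = 0.100), while its other clone (ChEST358J1) at -0.70 (adjusted p = 0.458) and pat.pk0061.e6.f with DOX at -1.05 (adjusted p = 0.206) did not pass, and MAP2K3 by -1.00 (adjusted p = 0.214), which did not pass. CXCR4 was at 0.28 (standard error 0.47, adjusted p = 0.834), Tara at 0.51 (adjusted p = 0.612) and RPL10A at 0.63 (adjusted p = 0.232). Of the 44 measured clones that Table S1 lists as higher in DKO-R, 29 were above 0 without DOX and 21 with DOX. In each comparison 0 of them were called higher and 2 lower. By the line labels of these arrays, 138 clones were higher and 180 lower in DKO-R without DOX. With DOX 547 clones were called, and all 225 clones called in both had the same sign in both; the extracts with and without DOX of a culture share an array here, so the 2 comparisons are not independent. Of 24 clones called both in this fit and on the direct arrays in the fit with a dye term and without the weak arrays, 21 had opposite signs, and the correlation over 7223 clones was -0.20.

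With DOX, 0 clones passed in DKO-R and 0 in DT40 at an adjusted p under 0.05 from limma, with 512 and 387 at an unadjusted p under 0.05, and 0 in the difference between them (315). The largest log2 change was 1.00 in DKO-R and 1.03 in DT40. As a set, the 36 measured genes that Table S1 names as higher in DKO-R were lower with DOX in DKO-R (median -0.43, adjusted p = 1.14e-12 from camera) and in DT40 (median -0.24, adjusted p = 9.66e-07), and neither held with an estimated correlation (adjusted p = 0.171 and 0.431); the signalling group in DKO-R (0.00121) and the transcription group in DKO-R (0.00121) and DT40 (0.0166) did not hold either.

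In the separate channels, LMO2 was lower in DKO-R than in DKO-S with DOX by a log2 difference of -1.84 (standard error 0.27, adjusted p = 0.0028) and AP1B1 by -1.44 (standard error 0.29, adjusted p = 0.0115), in fits that include the weak arrays. Neither passed in the dye-corrected fit of the DOX arrays alone, without the weak arrays (-0.79, adjusted p = 0.347; -0.10, adjusted p = 0.892). Against DT40 without DOX, in the planned fit, the checkpoint ligand CD274 was higher in DKO-R (0.94, adjusted p = 0.033) and in DKO-S (0.91, adjusted p = 0.0394), as were CCL17 (0.91, adjusted p = 0.0312; 1.04, adjusted p = 0.0204) and CD63 (0.94, adjusted p = 0.0569; 0.99, adjusted p = 0.0477). CD274 did not pass in the dye-corrected fit (0.81, adjusted p = 0.347; 0.64, adjusted p = 0.466). These differences between lines are also differences between sets of arrays, and the median of all tested clones was 0.06 in DKO-R and 0.16 in DKO-S. CXCR4 did not pass in either line (0.18, adjusted p = 0.616; 0.24, adjusted p = 0.461). As a set, the genes that Table S1 names as higher in DKO-R were higher than in DT40 in DKO-R (30 of 36 above 0, adjusted p = 0.00551) and in DKO-S (33 of 35, adjusted p = 0.0263), and not with an estimated correlation (0.314 and 0.472).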
